A study of Homo sapiens with 18 samples. Its data were reported in "Genome-wide identification of replication fork stalling/pausing sites and the interplay between RNA Pol II transcription and DNA replication progression" (2024).

How the data were processed

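RNA was measured by mRNA sequencing in BJ-hTERT cells, a line of human foreskin fibroblasts immortalised with telomerase. Cells were held in low serum for 26 h, which arrests them before S phase, and were then released into full medium. Before collection at 16 h or 22 h after release they were exposed for 1 h to the solvent DMSO, to 100 µM DRB or to 3 µg/ml α-amanitin (α-Am). DRB blocks the kinase CDK9, which RNA polymerase II needs to leave the promoter region, and α-Am binds RNA polymerase II and slows it. Each of the 6 groups had 3 libraries, so 18 libraries entered the analysis. Groups and replicate numbers were taken from the sample titles given by the submitters.

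The deposited values of each library were counts of reads per gene, not normalized. The authors trimmed single-end reads with BBDuk, aligned them to the human genome (GRCh38) with STAR and counted reads per GENCODE gene. The methods name featureCounts as the counter, while the summary lines at the end of each deposited count file have the names that htseq-count uses. Whether the counting used the strand of the reads is not stated, so named genes that overlap another gene with more counts are marked as uncertain. Each file held 58288 gene lines and 5 summary lines. The summary lines, which count reads outside genes, reads falling in more than one gene and reads with more than one alignment, stayed out of library sizes and tests. Across the libraries, reads with more than one alignment made up between 8.46% and 9.77% of the reads counted or set aside, reads in more than one gene between 5.51% and 5.94%, and reads outside genes between 2.11% and 2.65%. At least 1 count was found in some library for 35326 of the gene lines. Symbols and positions came from a GENCODE annotation of GRCh38, which matched 41875 of the gene identifiers to a symbol. Of the gene lines, 45 mark the Y copy of genes shared by the sex chromosomes.

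The authors also deposited 4 tables, one per inhibitor and time point, with a log2 fold change and a p-value per gene, unadjusted and adjusted, from their own DESeq2 comparison with DMSO. Which genes the authors left out of those tables is not stated. The tables were read only for a side by side count.

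Total gene counts lay between 16216720 and 49009591 per library. Sequencing reads without molecular identifiers are not independent molecules, so intervals from counts alone cover counting error only. No spike-in RNA was used here, so every change is relative to the other transcripts of the same library, and a loss of total mRNA would not be seen.

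Each pair of groups was compared with DESeq2 1.42.0 in R 4.3.3, on the raw counts of the 6 libraries of that pair, with median-of-ratios size factors, a Wald test, Cook's distance filter and independent filtering at their defaults and no filter before the fit. A gene was called changed when its DESeq2 adjusted p (Benjamini-Hochberg) was under 0.05 and its unshrunken log2 fold change was above 1 in either direction, that is 2-fold, which are the thresholds the methods of the study name. An edgeR quasi-likelihood test would be the usual first choice for such counts; DESeq2 was kept as the primary test because the study used it, and edgeR 4.0.16 was run as an alternative throughout. Independent filtering withholds an adjusted p from genes under a mean count that DESeq2 sets for each comparison. These genes were left without an adjusted p. Whether the effect of an inhibitor differed between the time points was tested with an interaction term in a DESeq2 fit on the 12 libraries of that inhibitor and DMSO. Overlaps of calls, in either direction, were tested with a one-sided Fisher's exact test on the genes with an adjusted p in both comparisons. For the comparisons that share DMSO libraries, the correlation of log2 changes with no effect was simulated from 20 draws in which both treated groups were drawn unchanged.

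Lists of p53 targets (29 genes), DNA replication factors (63 genes), canonical histone genes (57 genes), immediate-early genes (34 genes), G1/S genes (24 genes) and G2/M genes (30 genes) were written from general knowledge before the data were examined, as were the comparisons with their tests, the alternatives except the one named as added, and the rule for naming genes. The tests of explanations were partly chosen later, as stated where they are given. Some immediate-early genes had been seen in the study's supplementary table, so that list is not independent evidence. Lists of epithelial genes, fibroblast genes, zinc finger genes named ZNF and host genes of small nucleolar RNAs named SNHG were also written beforehand, to check the make-up of the samples. A list of 36 interferon-stimulated genes and a second epithelial list of 65 genes were added after the data were seen. Lists were tested with camera from limma 3.58.1, two-sided, with a preset correlation of 0.01 between genes, on voom values of genes kept by edgeR's filterByExpr, and camera's p-values were Benjamini-Hochberg adjusted over the 18 tests of the fixed lists and over the 40 tests of the other lists. fry and camera with an estimated correlation were run beside it.

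The genes named in the text were chosen by a fixed rule. For each comparison of an inhibitor with DMSO they were the 3 genes with the largest fall and the 3 with the largest rise among genes past both thresholds, with a symbol, with a mean normalized count of at least 50 and with all 3 treated libraries on one side of all 3 DMSO libraries. CDKN1A and BBC3, the p53 targets the study names, the immediate-early genes FOS, FOSB, EGR1, JUN and MYC, and the histone genes the study assayed were named in any case. Genes named outside this rule are marked where they appear.

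The alternatives were edgeR's quasi-likelihood test with TMM factors and filterByExpr, DESeq2 with TMM factors, a filter keeping genes with at least 10 counts in at least 3 libraries, independent filtering off, Cook's filter off, a shrunken fold change, no fold change threshold, the replicate number as a block, all 18 libraries in one fit, and each library left out in turn. Gene lists were recomputed with fry, with an estimated correlation, with library size as the only scaling and with the same filter, block and left-out libraries. A correction of each library for GC content and transcript length was added after the data were seen.

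The fits were tested on simulated data drawn from the means and library sizes of these libraries. In these data 200 genes with a mean normalized count of at least 50 were changed by 2 on the log2 scale. For DRB against DMSO at 16 h and for α-Am against DMSO at 22 h, DESeq2 recovered 200 of the 200 genes, with 1 and 0 false calls. For the α-Am interaction with time it recovered 199 of 200, with 1 false call. This recovery does not carry over to genes with fewer counts in the real α-Am fits. There independent filtering withheld an adjusted p under a mean count of 1143 at 16 h and 384 at 22 h. Replicate libraries of a group differed by more than sampling noise in every pair, with a chi-square per degree of freedom from 3.01 to 10.3, so no library was counted as a repeat of another.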

Results

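The mRNA of BJ-hTERT fibroblasts was measured at 16 h and 22 h after release from serum starvation, which the study refers to as Early S and Mid S, in cells that had spent 1 h with the solvent DMSO, with α-Am or with DRB. Each group had 3 libraries. DMSO libraries held from 18894456 to 23693227 gene counts at 16 h and from 24539269 to 36202169 at 22 h. DRB libraries held from 16216720 to 25297386 at 16 h and from 18449875 to 31392521 at 22 h. α-Am libraries held from 16833316 to 29322628 at 16 h and from 24787778 to 49009591 at 22 h. The question asked of these data was whether 1 h of transcription inhibition changes the mRNA of replication factors, p53 targets or histone genes, which could slow replication forks indirectly.

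In a principal component analysis of the 1000 most variable genes, the first component held 64.3% of the variance and the second 25.1%. The first component separated the DRB libraries from the others and the second separated the time points, while the α-Am libraries lay near the DMSO libraries of their time point.

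**Figure D1:**
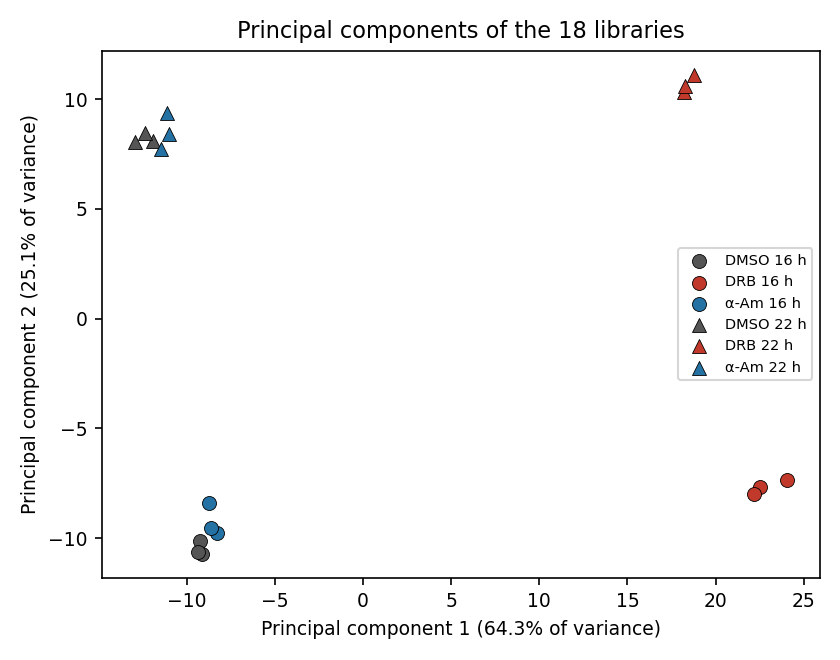
Principal component scores of the 18 libraries on the 1000 most variable genes, with the first component (64.3% of the variance) on the horizontal axis and the second (25.1%) on the vertical axis, and 1 point per library coloured by treatment and shaped by time point. DRB libraries stand apart from DMSO and α-Am libraries of the same time point.

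The first comparison asked how many transcripts 1 h of DRB changed at 16 h. Of 12300 genes with a DESeq2 adjusted p, 423 were called changed, 413 lower and 10 higher than in DMSO. At a DESeq2 adjusted p under 0.05 with no fold threshold there were 2899 genes, 1841 of them lower. Their median absolute log2 change was 0.31. The alternative that moved the number of calls most, apart from dropping the fold threshold, was the shrunken fold change, which left 194. At 22 h, 487 of 13538 genes were called, 465 lower and 22 higher, and 4668 genes had a DESeq2 adjusted p under 0.05. Leaving out single libraries gave from 391 to 419 calls at 16 h and from 431 to 492 at 22 h. The few genes called higher were less stable, from 3 (without DRB replicate 3) to 12 at 16 h and from 8 (without DRB replicate 1) to 18 at 22 h. With a correction for GC content and transcript length, 4497 and 5229 genes had a DESeq2 adjusted p under 0.05 at 16 h and 22 h, and 384 and 431 were called.

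The same comparison for α-Am gave 0 calls at 16 h and 0 at 22 h. At an unadjusted p under 0.05 there were 590 genes at 16 h and 2949 at 22 h. Of these, 47 at 16 h (40 lower) and 25 at 22 h (17 lower) also changed more than 2-fold. A DESeq2 adjusted p under 0.05 was reached by 66 genes at 16 h and by 1266 at 22 h, none of which changed 2-fold. The largest absolute log2 change among them was 0.85 at 16 h and 0.39 at 22 h. Independent filtering left an adjusted p only for the 3964 genes with a mean count of at least 1143 at 16 h and for the 8653 genes with a mean count of at least 384 at 22 h. With independent filtering off, 9 genes were called at 16 h and 2 at 22 h, all lower, and edgeR called 7 and 3. FOS and FOSB were among the calls at both time points under both alternatives. Leaving out single libraries gave 0 or 1 calls at 16 h, the 1 call without DMSO replicate 1, and 0 in each of the fits at 22 h. The number of genes at a DESeq2 adjusted p under 0.05 at 22 h ranged over the same fits from 224, without DMSO replicate 1, to 1761, without α-Am replicate 1.

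**Figure D2:**
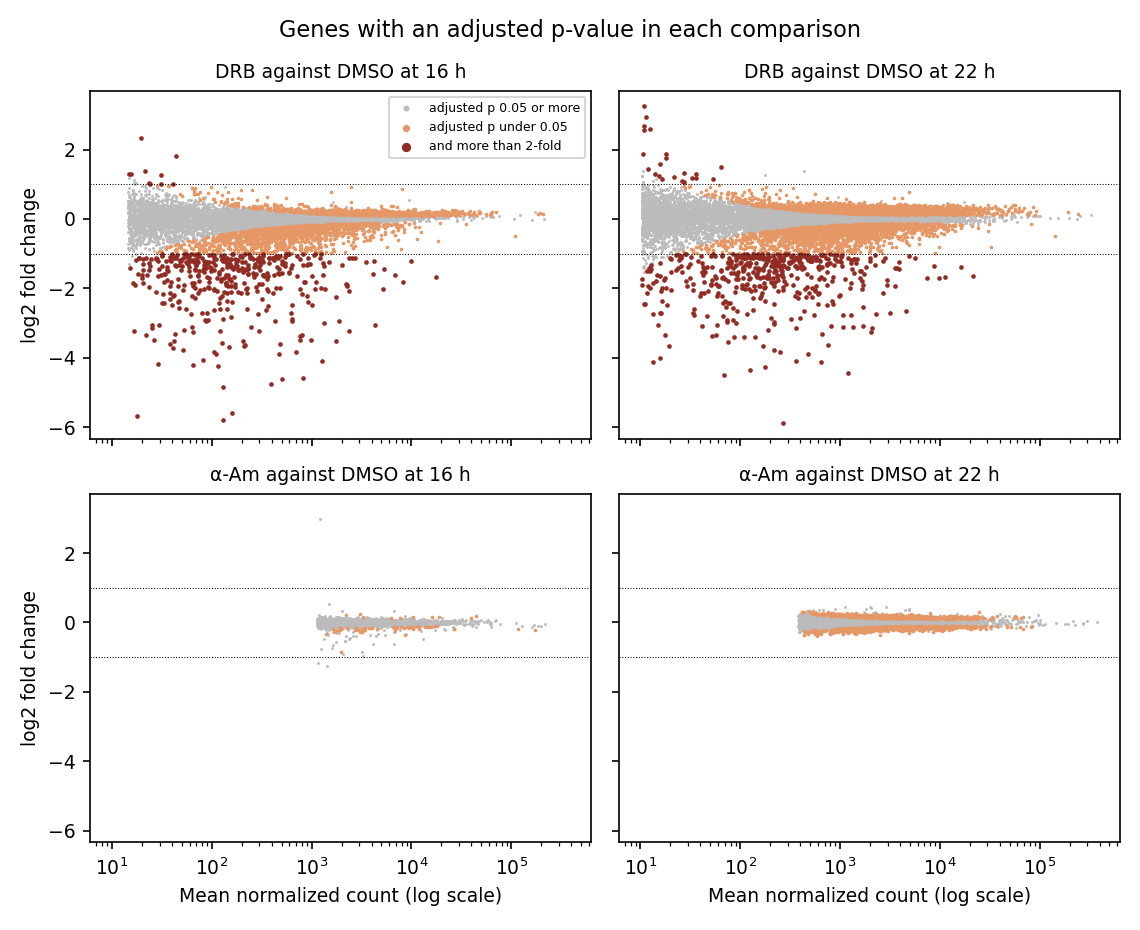
Log2 fold change against DMSO (vertical axis) by mean normalized count (horizontal axis, log scale) for DRB and α-Am at 16 h and 22 h, 1 point per gene with an adjusted p. Genes under an adjusted p of 0.05 are orange, those that also changed more than 2-fold are dark red and dotted lines mark a log2 change of 1 and -1; DRB panels hold 423 and 487 dark red genes, most of them lower, and α-Am panels hold 0.

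The authors' deposited tables give counts from their own DESeq2 fits of the same libraries. In the authors' deposited table for DRB, 442 genes passed both thresholds at 16 h (427 lower, 15 higher) and 451 at 22 h (440 lower, 11 higher). The authors' deposited table for α-Am held 0 such genes at each time point, and 47 and 25 genes past 2-fold at an unadjusted p under 0.05. Of the 423 calls at 16 h, 420 were also past both thresholds in the authors' deposited table, as were 450 of the 487 at 22 h. The log2 fold changes differed from those in the authors' deposited table by at most 0.0022.

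DRB and α-Am were also compared directly, with no DMSO library in the fit. At 16 h, 445 genes were called, 422 lower and 23 higher in DRB than in α-Am, and at 22 h 425 were called, 415 lower and 10 higher. Leaving out single libraries gave from 11 (without DRB replicate 2) to 36 (without α-Am replicate 1) genes higher at 16 h and from 3 (without α-Am replicate 2) to 14 at 22 h.

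Among the genes that fell in DRB at 16 h, TRIB1 (ENSG00000173334.3, GRCh38 chromosome 8, 125430358 to 125438403, plus strand, protein coding) went from a normalized count of 311 ± 10.9 in DMSO to 6.29 ± 0.918 in DRB (SD, n = 3). Its log2 change was -5.60 (SE 0.36, DESeq2 adjusted p = 1.13e-53). DUSP6 (ENSG00000139318.7, chromosome 12, 89347235 to 89352501, minus strand, protein coding) went from 252 ± 12.6 to 8.38 ± 2.98, a log2 change of -4.85 (SE 0.32, DESeq2 adjusted p = 2.04e-50). RPS6KL1 (ENSG00000198208.11, chromosome 14, 74903951 to 74923302, minus strand, protein coding) met the rule with a log2 change of -5.78 (SE 1.47), but its normalized count in DMSO was 257 ± 359, so the spread between replicates exceeded the mean. Over 13 alternatives its DESeq2 adjusted p ranged from 8.50e-07 to 0.0725, the highest when all 18 libraries entered one fit.

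At 22 h, TRIB1 fell again, from 534 ± 44.3 to 9.34 ± 4.69, a log2 change of -5.88 (SE 0.31, DESeq2 adjusted p = 3.95e-78). DDIT4 (ENSG00000168209.4, chromosome 10, 72273919 to 72276036, plus strand, protein coding) changed by -4.50 on the log2 scale (SE 0.41, DESeq2 adjusted p = 1.46e-26). NFKBIA (ENSG00000100906.10, chromosome 14, 35401079 to 35404749, minus strand, protein coding) went from 2286 ± 157 to 106 ± 5.64, a log2 change of -4.44 (SE 0.11). No called gene met the rule for a rise at 16 h. At 22 h, KLC1-AS1 (ENSG00000246451.2, chromosome 14, 103682362 to 103684015, minus strand, lncRNA) rose by 1.51 (SE 0.25, DESeq2 adjusted p = 1.75e-08) and GPR17 (ENSG00000144230.16, chromosome 2, 127645864 to 127652639, plus strand, protein coding) by 1.15 (SE 0.28, DESeq2 adjusted p = 2.79e-04). Both rises are uncertain because KLC1-AS1 overlaps KLC1 and GPR17 overlaps LIMS2, each on the other strand and with more counts, and the use of strand in the counting is not stated. The rise of GPR17 also fell short of 2-fold without DMSO replicate 2 or without DRB replicate 2, the lower log2 change of these fits being 0.95. Neither rise was specific to 22 h. Raw counts at 16 h went from 21, 20 and 19 in DMSO to 94, 66 and 46 in DRB for KLC1-AS1. Those of GPR17 went from 18, 21 and 18 to 63, 38 and 32. Their interactions of DRB with time were -0.31 (SE 0.35) and -0.13 (SE 0.40).

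The study compared the genes affected at both time points. In DRB, 365 genes were called at both 16 h and 22 h, all in the same direction, where 14.9 would be shared by chance among the 12295 genes with an adjusted p in both comparisons (odds ratio 1073, one-sided Fisher's exact test). These comparisons share no library, and their log2 changes correlated across genes at r = 0.91, genes not being independent replicates. In α-Am the overlap was 0 of 0 calls. With no fold threshold, 27 genes were shared in either direction, where 14.8 would be shared by chance (one-sided Fisher's exact test, p = 0.000534). Only 2 of the 27 changed in the same direction, so this test gives no evidence of a shared effect. Across genes, the α-Am changes followed GC content at a Spearman correlation of -0.39 at 16 h and 0.79 at 22 h.

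No gene was called in both DRB and α-Am at either time point. The 0 calls in α-Am fixed this result in advance, so it does not speak to shared targets. With independent filtering off, 2 genes were shared at 16 h and 2 at 22 h, FOS and FOSB, lower in both inhibitors. With default filtering and no fold threshold, 37 genes at 16 h were shared, 25 of them in the same direction, where 22.2 would be shared by chance. At 22 h 854 were shared, 832 of them in the same direction, where 578 would be shared by chance. The inhibitors were measured against the same DMSO libraries, which these numbers expected by chance do not take into account. With no library in common, DRB at 16 h and α-Am at 22 h shared 298 genes in the same direction. The other such pair, DRB at 22 h and α-Am at 16 h, shared 18. In these pairs 54.8% and 48.4% of genes had the same sign, with correlations of 0.19 and 0.096. No number expected by chance was computed for them. The correlation of log2 changes between the inhibitors, across genes, was 0.16 at 16 h and 0.36 at 22 h. In simulated groups with no effect, measured against the same DMSO libraries, it averaged 0.51 and 0.45. The observed correlations were not above these averages. Both simulated groups were drawn unchanged, while DRB changed many genes, so this does not decide whether the inhibitors share an effect. The share of genes with the same sign was 57.6% at 16 h (66.8% in the simulated groups) and 71.0% at 22 h (66.7%). At 16 h it lay below the lowest simulated value, 65.8%, and at 22 h above the highest, 67.4%. The same limit applies to these shares. The simulated libraries also had no bias of GC content. In the real DMSO libraries of 22 h, deviations correlated with GC content at -0.37 to -0.47. Changes at 22 h followed GC content at 0.40 in DRB and 0.79 in α-Am (Spearman correlation across genes). A bias in the shared DMSO libraries could therefore raise the share and the number of shared genes at 22 h.

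The immediate-early genes, short-lived transcripts, were lower as a list in DRB. Their median log2 change was -2.26 at 16 h and -1.96 at 22 h, with 34 of 34 genes lower each time (camera, adjusted p = 1.25e-43 and 3.39e-32). Over all genes tested by DESeq2, 29 were called lower at 16 h and 28 at 22 h, and adjusted over the list alone 29 and 28. In α-Am the list was lower at 16 h, with a median of -0.15 and 32 of 34 genes lower (camera, adjusted p = 1.52e-28), and not at 22 h, with a median of 0.03 (adjusted p = 0.761). Over all genes, α-Am changes followed GC content at a Spearman correlation of -0.39 at 16 h and 0.79 at 22 h. The list was not retested within a time point with a correction for GC content, so a bias between libraries stays open for both results. In α-Am 0 of its genes were called over all genes tested, 20 at 16 h and 8 at 22 h having an unadjusted p under 0.05, and adjusted over the list alone 2 were called at each time point.

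EGR1 (ENSG00000120738.7, chromosome 5, 138465479 to 138469303, plus strand) changed by -4.10 (SE 0.09) in DRB at 16 h and by -3.11 (SE 0.10) at 22 h. In α-Am it changed by -0.85 (SE 0.06, DESeq2 adjusted p = 6.33e-50) at 16 h and by -0.37 (SE 0.07, DESeq2 adjusted p = 1.21e-04) at 22 h, below the 2-fold threshold. Without α-Am replicate 3 the change at 22 h had a DESeq2 adjusted p of 0.0799, the highest of its alternatives, the lowest being 1.49e-06. FOSB (ENSG00000125740.13, chromosome 19, 45467995 to 45475179, plus strand) changed by -4.05 (SE 0.37) and -4.27 (SE 0.62) in DRB, and by -3.32 (SE 0.45) and -3.31 (SE 0.55) in α-Am. FOSB overlaps ERCC1, which is on the other strand and had 29058 counts over the 18 libraries, so with the use of strand not stated its values are uncertain. ERCC1 itself changed by 0.08 and 0.19 in DRB and by 0.04 and 0.04 in α-Am at 16 h and 22 h. FOS (ENSG00000170345.9, chromosome 14, 75278826 to 75282230, plus strand) changed by -2.73 (SE 0.34) and -2.66 (SE 0.60) in DRB, and by -2.53 (SE 0.30) and -1.66 (SE 0.38) in α-Am. FOS and FOSB have no DESeq2 adjusted p in α-Am because their mean counts lay below the limit of independent filtering. In direct comparison at 16 h, FOS and FOSB did not differ between DRB and α-Am at this threshold (DESeq2 adjusted p = 0.830 and 0.358). At 22 h both were lower in DRB than in α-Am, FOS by a log2 change of -0.99 (SE 0.38, DESeq2 adjusted p = 0.0445) and FOSB by -0.96 (SE 0.38, DESeq2 adjusted p = 0.0489), and with independent filtering off neither had a DESeq2 adjusted p under 0.05 (0.102 and 0.111). JUN (ENSG00000177606.6, chromosome 1, 58776845 to 58784048, minus strand) changed by -3.24 (SE 0.06) and -2.71 (SE 0.06), and MYC (ENSG00000136997.17, chromosome 8, 127735434 to 127742951, plus strand) by -3.82 (SE 0.11) and -3.62 (SE 0.11), in DRB at 16 h and 22 h. In α-Am neither JUN nor MYC reached a DESeq2 adjusted p under 0.05, with log2 changes of -0.11 and -0.10 at 16 h and of 0.040 and 0.0027 at 22 h.

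**Figure D3:**
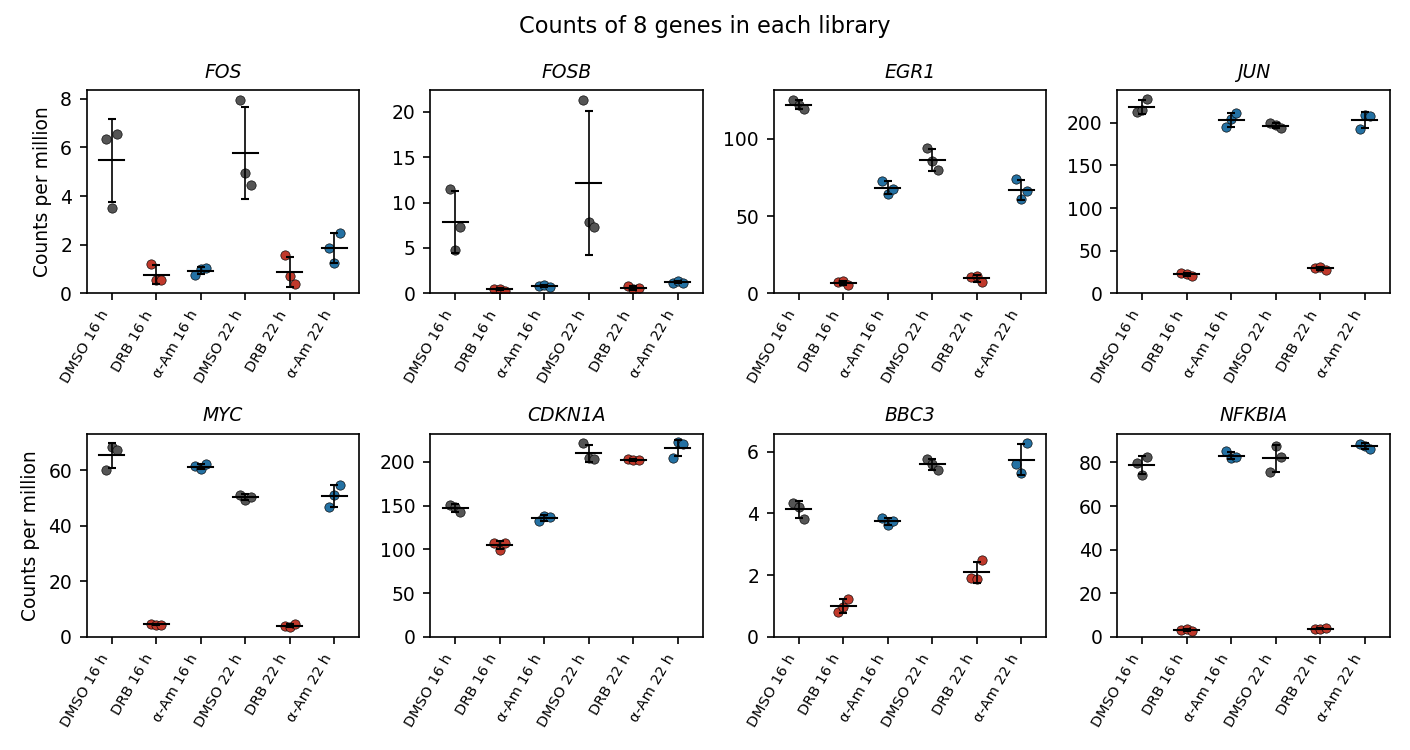
CPM, gene counts scaled to a fixed library total (vertical axes, from 0) of FOS, FOSB, EGR1, JUN, MYC, CDKN1A, BBC3 and NFKBIA in each of the 18 libraries by group (horizontal axis), with 1 point per library, a line at the mean of the 3 libraries and an error bar of 1 SD. FOSB is lower in both inhibitors at both time points, while the α-Am libraries lie near DMSO for JUN and MYC.

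The p53 targets were examined because prolonged inhibition of transcription can activate p53. As a list they were lower in DRB, with a median log2 change of -0.17 at 16 h (23 of 29 genes lower; camera, adjusted p = 1.01e-05) and -0.13 at 22 h (21 of 29 lower; adjusted p = 0.00189). Over all genes tested, 7 members were called at 16 h and 6 at 22 h, all lower, and adjusted over the list alone 7 and 6. At a DESeq2 adjusted p under 0.05 with no fold threshold there were 11 members at 16 h, all lower, and 17 at 22 h, 13 lower and 4 higher. The 4 were BAX (0.28), TP53I3 (0.27), DDB2 (0.28) and FDXR (0.33 on the log2 scale), named after their values were seen. CDKN1A (ENSG00000124762.13, chromosome 6, 36676460 to 36687337, plus strand), which encodes p21, changed by -0.46 (SE 0.05, DESeq2 adjusted p = 3.09e-17) in DRB at 16 h and by -0.02 (SE 0.05, DESeq2 adjusted p = 0.824) at 22 h. BBC3 (ENSG00000105327.17, chromosome 19, 47220822 to 47232766, minus strand), which encodes PUMA, changed by -2.05 (SE 0.29, DESeq2 adjusted p = 7.61e-11) and -1.41 (SE 0.19, DESeq2 adjusted p = 1.04e-11). In α-Am the list had a median of 0.004 at 16 h and -0.004 at 22 h (adjusted p = 0.846 and 0.389), with 0 members called among the 8 and 24 with a DESeq2 adjusted p, 2 and 8 having an unadjusted p under 0.05. A DESeq2 adjusted p under 0.05 with no fold threshold was reached by 0 members at 16 h and 4 at 22 h. Of these, MDM2 (-0.20) and PPM1D (-0.28) were lower and GADD45A (0.14) and PHLDA3 (0.15) higher, named after their values were seen. CDKN1A changed by -0.13 (SE 0.05, DESeq2 adjusted p = 0.162) in α-Am at 16 h and by 0.03 (SE 0.05, DESeq2 adjusted p = 0.638) at 22 h.

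The DNA replication factors as a list had medians near 0 in either inhibitor. Median log2 changes were 0.01 and 0.03 in DRB and 0.02 and -0.03 in α-Am at 16 h and 22 h, with the smallest adjusted p from camera at 0.287. With library size as the only scaling the DRB median at 16 h was -0.01. Of the 63 members, 0 were called in DRB at 16 h, where 25 had an unadjusted p under 0.05 and 15 a DESeq2 adjusted p under 0.05, 13 of these lower and 2 higher. The largest of these falls, named after their values were seen, were those of TICRR at -0.91 (SE 0.13, DESeq2 adjusted p = 1.82e-11) and CDT1 at -0.68 (SE 0.06, DESeq2 adjusted p = 8.43e-24). At 22 h 1 was called lower, and of the 24 at a DESeq2 adjusted p under 0.05 (32 at an unadjusted p under 0.05) 9 were lower and 15 higher. The called gene was again TICRR, with a log2 change of -1.09 (SE 0.09, DESeq2 adjusted p = 1.78e-30). In α-Am 0 were called at 16 h and 0 at 22 h, with 2 and 24 at an unadjusted p under 0.05 and 0 and 9 at a DESeq2 adjusted p under 0.05, 5 of the 9 lower. The numbers called were the same adjusted over the list alone.

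Replication-dependent histone mRNAs mostly lack a poly(A) tail, so these libraries sample them poorly: of 52 canonical histone genes matched, 17 had a mean count of at least 10. For the genes kept, medians were 0.01 and 0.11 in DRB and -0.07 and 0.12 in α-Am at 16 h and 22 h, with adjusted p from camera of 0.0936 or above. The DRB median at 16 h was -0.01 with library size as the only scaling and took either sign when single libraries were left out. Of the members 0 were called in DRB at 16 h, with 0 at an unadjusted p under 0.05, and 1 was called higher at 22 h, with 5 at an unadjusted p under 0.05. That gene was H3C10, also named because the count is small, with a log2 change of 1.32 (SE 0.36, DESeq2 adjusted p = 0.00138). In α-Am only 0 and 2 members had a DESeq2 adjusted p at 16 h and 22 h, so the 0 calls there say little, and 0 and 1 had an unadjusted p under 0.05. Adjusted over the list alone the counts were unchanged. Among the histone genes the study assayed, H2BC5 (ENSG00000158373.8, chromosome 6, 26158122 to 26171349), H2AC11 (ENSG00000196787.3, chromosome 6, 27133043 to 27133535) and H1-5 (ENSG00000184357.4, chromosome 6, 27866792 to 27867588) had no unadjusted p under 0.05 in either inhibitor. None of them had a DESeq2 adjusted p in α-Am, nor H1-5 in DRB, because of independent filtering, and those of H2BC5 and H2AC11 in DRB were 0.467 or above. Mean normalized counts of H1-5 were at most 5.40 in any group, so a change of that gene was not detectable at this depth. Histone genes have near-identical copies, between which counts can be split.

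**Figure D4:**
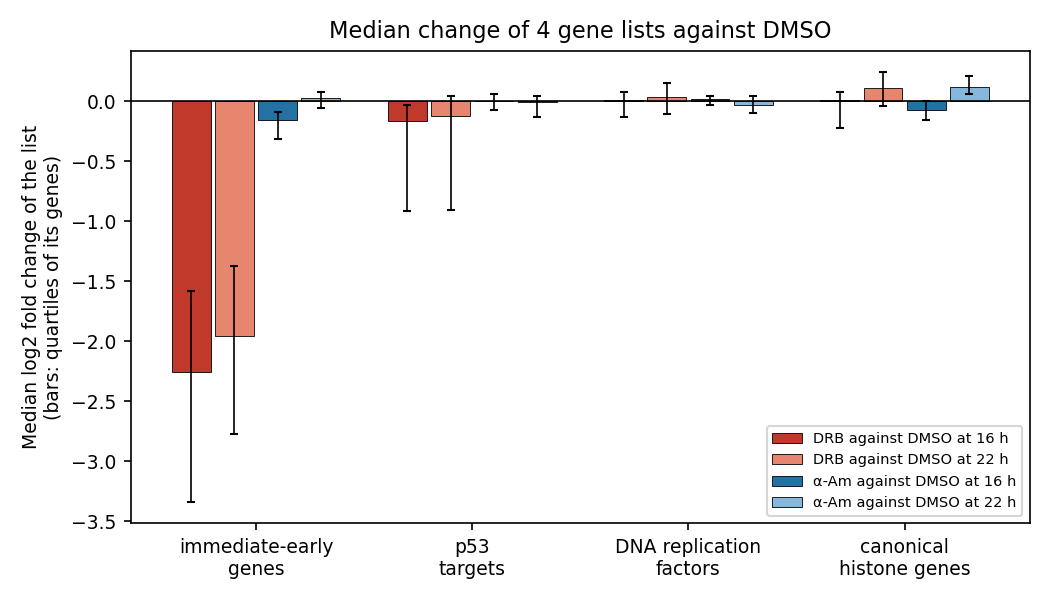
Median log2 fold change against DMSO (vertical axis, coloured bars from 0) of 4 gene lists (horizontal axis) in DRB and α-Am at 16 h and 22 h, with black bars from the lower to the upper quartile of the genes of the list. Immediate-early genes lie at -2.26 and -1.96 in DRB, and medians of replication factors lie between -0.03 and 0.03, on either side of 0 with the scaling at 16 h in DRB.

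Among these list results, with fry every list called by camera was also past 0.05, and the replication factors in DRB at 16 h (adjusted p = 0.00854) and the p53 targets in α-Am at 22 h (adjusted p = 0.0489) passed as well. With an estimated correlation, the immediate-early genes in DRB at both time points and in α-Am at 16 h, the p53 targets in DRB at 16 h and the G2/M genes held, while the p53 targets in DRB at 22 h (adjusted p = 0.0564) and the G1/S genes (adjusted p = 0.0571) did not. Each value was adjusted over the 18 tests.

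Without inhibitor, 229 of 13771 genes were called between the time points, 74 lower and 155 higher at 22 h than at 16 h. The G1/S genes had a median log2 change of -0.69 (21 of 24 lower; camera, adjusted p = 1.32e-12) and the G2/M genes of 1.12 (30 of 30 higher; adjusted p = 2.67e-35). Over all genes tested 5 and 21 members were called, and adjusted over the list alone 5 and 21. H2AC11 was called lower, with a log2 change of -1.02 (SE 0.31, DESeq2 adjusted p = 0.00441).

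Whether an inhibitor acted differently at the time points was tested with the interaction term. For DRB 0 genes were called, 1821 having an unadjusted p under 0.05 and 232 a DESeq2 adjusted p under 0.05. For α-Am 1 gene was called, 2566 having an unadjusted p under 0.05 and 1053 a DESeq2 adjusted p under 0.05. The called gene, IFITM1 (ENSG00000185885.15), is named because the count is small, after its value was seen. Its interaction was 1.33 (SE 0.48, DESeq2 adjusted p = 0.0398), and it remained called in 2 of the 12 fits that each left out 1 library. Its counts in the DMSO libraries of 16 h were 718, 1798 and 1717. With this spread between replicates, the call is not read as a difference in the action of α-Am.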

Values the study reported

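The study reported that DRB and α-Am lowered the rate of transcription elongation along the gene SPTAN1 by 52% and 33%.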

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

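In this part, the tests of GC content and transcript length, and the tests of library depth for the shares of reads, were chosen only after the result was seen.

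The effect of each inhibitor differed between 16 h and 22 h for a set of genes by the interaction term of DESeq2, which tests the difference itself. At a DESeq2 adjusted p under 0.05 there were 232 genes for DRB and 1053 for α-Am. Greater depth at 22 h does not account for the whole of either set. After all libraries were thinned to one total, 122 of the 232 genes and 634 of the 1053 were still at a DESeq2 adjusted p under 0.05. A bias of GC content and transcript length between libraries stays open for most of these genes. After a correction of each library for both, 40 genes were left for DRB and 30 for α-Am, of which 28 and 25 had been in the uncorrected sets. Across genes, the interaction followed GC content with a Spearman correlation of 0.64 for DRB and 0.78 for α-Am. The correction would also remove an effect of the inhibitors that follows GC content, so the drop is consistent with the bias without excluding a difference in their action. Single libraries mattered too: the number of genes ranged from 41 (without DMSO 16 h replicate 2) to 507 (without DRB 22 h replicate 2) for DRB, and from 397 (without DMSO 22 h replicate 3) to 1586 (without α-Am 22 h replicate 1) for α-Am.

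Other splits of the same 12 libraries were drawn for these interactions, 40 in all for each inhibitor, the real one included. For DRB 40 of the 40 splits gave at least the 0 calls of the real one past both thresholds (1821 genes at an unadjusted p under 0.05), and 8 of the 40 reached 232 genes at a DESeq2 adjusted p under 0.05. A split that exchanges DRB and DMSO libraries at one time point turns the strong effect of DRB itself into an interaction, up to 2965 genes, so these splits do not set a level without effect for DRB. For α-Am 4 of the 40 splits gave at least 1 call and 1 of the 40, the real one, reached 1053 genes.

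Among the named genes, the fall in DRB was smaller at 22 h than at 16 h for CDKN1A, EGR1 and JUN. Their interactions were 0.44 (SE 0.07, DESeq2 adjusted p = 9.57e-07), 0.99 (SE 0.22, DESeq2 adjusted p = 0.00233) and 0.52 (SE 0.08, DESeq2 adjusted p = 9.57e-07). In α-Am the fall of EGR1 was also smaller at 22 h, with an interaction of 0.48 (SE 0.09, DESeq2 adjusted p = 7.99e-05). The correction for GC content and transcript length argues against that bias as the whole cause. After it the largest DESeq2 adjusted p of the 3 genes in DRB was 0.0241, and that of EGR1 in α-Am was 0.0339. With all libraries thinned to one total the 4 interactions stayed at a DESeq2 adjusted p of 5.63e-05 or below. A difference between the time points in how the inhibitors act on these transcripts is a candidate explanation, found and tested on the same libraries, and a difference in the handling of the groups was not tested.

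The immediate-early genes as a list showed the same direction. Their median interaction was 0.27 for DRB (camera, adjusted p = 6.28e-08 over 8 tests; fry, 0.00527) and 0.19 for α-Am (camera, adjusted p = 2.35e-09; fry, 0.00498). After the correction for GC content and transcript length, 26 of 34 genes were still higher for each inhibitor, with medians of 0.17 and 0.086 against 0.26 and 0.18 before it, and camera on the ranked statistics, a test across genes, gave unadjusted significance values of 2.30e-08 and 3.61e-10. The bias therefore does not account for the whole shift, though the medians came down. A weaker action of the inhibitors on these genes at 22 h stays a hypothesis. Among the other lists tested, the p53 targets passed for DRB under fry (adjusted p = 0.00498, median interaction 0.049) and not under camera (0.0848). The replication factors and histone genes passed under neither.

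Reads set aside before the gene counts also differed between groups. Reads with more than one alignment made up 9.23% ± 0.117 (SD, n = 3) in DRB at 16 h and 9.44% ± 0.281 (SD, n = 3) at 22 h, which is 0.541 and 0.819 percentage points more than in DMSO. All 3 DRB libraries lay above all 3 DMSO libraries each time (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 can give). In α-Am the differences were 0.0436 and 0.0219 points. At 22 h depth does not account for this, since the 2 DRB libraries with a total inside the range of the DMSO libraries were both above all of these in share. At 16 h no DRB library lay inside that range. The deepest, with 25297386 gene counts, and the shallowest, with 16216720, lay on either side of it with shares of 9.11% and 9.35%, which argues against a share that only rises or only falls with depth. Ribosomal protein genes, many of which have processed copies elsewhere in the genome, may contribute: their share of the gene counts was above that of all DMSO libraries of the same time in 6 of the 6 DRB libraries. Against this, that share was also above all DMSO libraries in 3 of 3 α-Am libraries at 22 h, by 0.0960 percentage points, where reads with more than one alignment did not rise, so ribosomal protein genes alone are not shown to be the source. A lasting presence of stable mRNAs while short-lived ones fall would give the same shares, and was not tested apart.

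Reads falling in more than one gene made up 0.265 percentage points more in DRB and 0.191 more in α-Am than in DMSO at 22 h, again with all 3 treated libraries above all 3 DMSO libraries (exact permutation test, two-sided, p = 0.1 each, the smallest possible). At 16 h the differences were 0.0191 in DRB and -0.0101 in α-Am. Depth does not account for the rise at 22 h, as the 4 treated libraries with a total inside the DMSO range were all above the DMSO libraries in share. No other explanation was tested.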

How the results depend on the processing

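The correction for GC content and transcript length was the only alternative chosen after the data were seen.

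The numbers of genes changed in DRB, between DRB and α-Am and between the time points in DMSO stayed within 1.5 times their value under edgeR, TMM factors, the filter on low counts, independent filtering off, Cook's filter off, all 18 libraries in one fit and each library left out. They moved with the fold change. With the shrunken fold change, 194 and 260 genes were changed in DRB at 16 h and 22 h, 183 and 226 between DRB and α-Am, and 90 between the time points in DMSO, and 181 were shared by DRB at both time points. Shrinking pulls the change of genes with low counts toward 0 by construction. With no fold threshold the numbers were 2899 and 4668 in DRB, 66 and 1266 in α-Am, 3001 and 2987 between the inhibitors, 4760 between the time points, and 232 and 1053 for the interactions of DRB and α-Am with time. The overlaps were then 2295 for DRB at both time points, 2 for α-Am at both time points, and 25 and 832 for DRB and α-Am at 16 h and 22 h.

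In α-Am the results depended on the test. edgeR called 7 and 3 genes at 16 h and 22 h, and DESeq2 with independent filtering off called 9 and 2, where DESeq2 with its defaults gave 0 (590 and 2949 genes at an unadjusted p under 0.05). The cause is in the construction for independent filtering, which withheld an adjusted p from genes with low counts; for edgeR the cause was not tested. Overlaps that were 0 became 2 for α-Am at both time points, 2 for DRB and α-Am at 16 h and 3 at 22 h with edgeR, and 2, 2 and 2 with independent filtering off. For the interactions, edgeR called 4 genes for DRB and 15 for α-Am, and independent filtering off gave 2 and 3. The 3 for α-Am were KRT17, KRT5 and IL1RN, of which KRT17 and KRT5 are among the epithelial traces of 16 h described below. All 18 libraries in one fit gave 0 for α-Am, as did the correction for GC content and transcript length; the cause was not tested.

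Fits that each left out 1 library gave from 391 to 419 genes in DRB at 16 h, from 431 to 492 at 22 h, 0 to 1 in α-Am at 16 h (1 without DMSO replicate 1), 0 to 0 at 22 h, from 405 to 435 and from 378 to 421 between the inhibitors at 16 h and 22 h, from 170 to 198 between the time points, and from 0 to 1 and from 0 to 2 for the interactions of DRB and α-Am with time. Fewer samples enter these fits. The numbers of genes at a DESeq2 adjusted p under 0.05 in α-Am fell to between 27 (without α-Am replicate 2) and 59 (without DMSO replicate 2) at 16 h and ranged from 224 (without DMSO replicate 1) to 1761 (without α-Am replicate 1) at 22 h, so these numbers rest on single libraries more than the DRB calls do.

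Replicate numbers do not pair the samples. The correlation of same-numbered libraries, after subtraction of group means, ran from -0.458 to 0.249 over the comparisons. With the replicate number as a block, 393 and 423 genes were changed in DRB at 16 h and 22 h, and the interaction of α-Am with time had 0 calls.

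Gene lists near 0 changed sign. With library size as the only scaling, the medians in DRB at 16 h were -0.014 for the replication factors and -0.012 for the histone genes. When single libraries were left out, the medians of the histone genes ranged from -0.129 to 0.063 in DRB at 16 h and from -0.131 to 0.0088 in α-Am at 16 h. Those of the replication factors ranged from -0.0033 to 0.060 in DRB at 22 h and from -0.0026 to 0.023 in α-Am at 16 h, and those of the p53 targets from -0.014 to 0.00051 in α-Am at 16 h and from -0.021 to 0.0059 at 22 h. The immediate-early genes in α-Am at 22 h ranged from -0.0014 to 0.029. None of these medians passed a threshold in the primary analysis. In α-Am at 22 h the replication factors, from -0.051 to -0.0028 over these fits, passed 0.05 with camera without DMSO replicate 1 (-0.041), and the histone genes, from 0.082 to 0.148, passed without DMSO replicate 2 (0.147). With fry, 2 further lists passed, the replication factors in DRB at 16 h (median 0.011) and the p53 targets in α-Am at 22 h (median -0.0044). With an estimated correlation, 2 no longer passed, the p53 targets in DRB at 22 h (median -0.13) and the G1/S genes (median -0.69). The cause was not tested. The falls of the immediate-early genes in DRB and of the p53 targets in DRB at 16 h kept their direction and their side of the threshold under every alternative run.

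Among named genes the sign changed only where the change was small against its SE and single libraries were left out. In DRB at 16 h the ranges were -0.289 to 0.021 for H2AC11 and -1.37 to 0.480 for H1-5. In DRB at 22 h they were -0.047 to 0.023 for CDKN1A, -0.077 to 0.152 for H2BC5 and -0.493 to 0.086 for H1-5. In α-Am they were -0.085 to 1.19 for H1-5 at 16 h, and at 22 h -0.0027 to 0.081 for CDKN1A, -0.029 to 0.063 for BBC3, -0.041 to 0.064 for MYC and -0.040 to 0.563 for H1-5.

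Independent filtering limits the α-Am results. Genes with a mean count under 1143 at 16 h and 384 at 22 h have no DESeq2 adjusted p there, so the primary test made no statement on genes with fewer counts. Depth does not set these limits, since in DRB, at average totals below those of α-Am, genes down to a mean count of 14.5 and 10.3 had a DESeq2 adjusted p. Depth limits H1-5, with a mean normalized count of at most 5.40 in any group. For 9 results on named genes an alternative gave no DESeq2 adjusted p. Among named genes 11 other results were weaker and 8 stronger under an alternative, counted once per alternative. Over the alternatives, the smallest change in DRB fell short of 2-fold for FOS (-0.92 at 16 h, -0.44 at 22 h) and BBC3 (-0.82 and -0.96). It did so too for RPS6KL1 at 16 h (-0.08), and at 22 h for FOSB (-0.56), KLC1-AS1 (0.86) and GPR17 (0.58). Changes of EGR1, JUN, MYC and TRIB1 in DRB stayed past 2-fold.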

Other observations

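In this part, the tests on epithelial and interferon-stimulated genes were chosen only after the result was seen.

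The 1266 small changes in α-Am at 22 h followed GC content. Across genes, the log2 change correlated with GC content at a Spearman correlation of 0.79, against -0.39 for α-Am at 16 h. Within libraries, the deviation from the mean correlated with GC content at -0.37 to -0.47 in the DMSO libraries of 22 h and at 0.01 to 0.52 in the α-Am libraries. After a correction of each library for GC content and transcript length, 76 genes were left at a DESeq2 adjusted p under 0.05, 44 of them shared with the 1266. For α-Am at 16 h the correction left 23 genes, 21 of them shared with the 66 found without it. In DRB the correction raised the numbers instead, from 2899 to 4497 genes at 16 h (2495 shared) and from 4668 to 5229 at 22 h (3354 shared), and the change at 22 h followed GC content at a Spearman correlation of 0.40 across genes. This is consistent with a bias between libraries, although an effect of α-Am that follows GC content would be removed as well. Depth does not account for the number, since 591 genes were left at 22 h after both time points were thinned to one total, against 57 at 16 h. For 1266 genes at 22 h and for 66 at 16 h, 1 of the 10 splits of the 6 libraries, the real one, gave as many. The next splits gave 16 and 25 genes. With 10 splits a share under 0.05 cannot be reached.

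Splits were counted for the numbers of calls too. For DRB at 16 h 1 of the 10 splits gave as many calls, for DRB at 22 h 1 of 10, for DRB against α-Am at 16 h 1 of 10 and at 22 h 1 of 10, and for DMSO between the time points 1 of 10, the real split each time. Any other split gave at most 2 calls. For α-Am at 16 h and at 22 h 10 of the 10 splits gave at least the 0 calls of the real one, and up to 7 and 2.

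Genes lowered by DRB may also be lowered slightly by α-Am. Genes called lower in DRB at 16 h were tested in α-Am at 22 h, a comparison that shares no library with the first. Their median log2 change was -0.042 (253 lower and 160 higher; camera, adjusted p = 0.0116 over 40 tests). Among the 412 members with a mean count of at least 10 the median was -0.046, and 0% of 1000 random lists matched on mean count had a median at or below it. The shift held under fry (adjusted p = 0.0466) and not with an estimated correlation (0.188). After the correction for GC content and transcript length the median was -0.040, with 0% of random lists at or below it, which argues against that bias as the whole cause. The size is small next to the median of -1.53 in DRB itself. Genes called lower in DRB at 22 h had a median of -0.069 in α-Am at 22 h and of -0.053 at 16 h (camera, adjusted p = 2.24e-04 and 3.90e-06), the first of which shares DMSO libraries; both held under fry and not with an estimated correlation.

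Traces of epithelial transcripts differed between groups at 16 h. Of the 9 genes that DESeq2 called in α-Am at 16 h with independent filtering off, CDH3, KRT17, KRT19, KRT5 and KRT6A are epithelial genes, noticed after their values were seen. The 21 listed epithelial genes near 0 in DMSO at 22 h summed to 4.85 CPM (counts scaled to a fixed library total) in DMSO at 16 h, 4.22 in DRB and 0.275 in α-Am, and at 22 h to 0.263 in DMSO, 0.278 in DRB and 0.393 in α-Am. The ratio of DMSO to α-Am at 16 h was 17.6, but it rests on the list that includes the called genes, so it decides nothing by itself. On a second list with no member in the first, 14 of 15 genes with enough counts were lower in α-Am than in DMSO at 16 h (exact sign test, p = 9.77e-04), which is consistent with a trace of RNA or reads from epithelial cells in the DMSO libraries of 16 h. The second list summed to 2.79 CPM in DMSO, 2.82 in DRB and 0.474 in α-Am at 16 h. Between α-Am and DRB at 16 h, 10 of 13 of its genes were lower in α-Am (exact sign test, p = 0.0923). DRB at 16 h over DMSO at 16 h was 1.01 on this list, which argues against inhibition of transcription in general as the cause. Depth is argued against as well, since single libraries of 16 h held 2.20 to 3.18 CPM in DMSO and 0.409 to 0.653 in α-Am. Fisher's exact test on summed counts gave p = 8.25e-27, but it pools the reads of separate libraries and covers counting error only. The called epithelial genes stayed low at 16 h, the highest being KRT17 with 1.85 CPM in DMSO and 2.08 in DRB. KRT5 had 1.14 and 1.25, and 0 counts in α-Am at 16 h. Fibroblasts themselves express part of these lists, 13 of the 38 and 14 of the 65 genes having a mean count of at least 10 in DMSO at 22 h, and 9 and 7 members were lower in the authors' deposited table for α-Am. An effect of α-Am alone on these genes stays open.

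Interferon-stimulated genes differed more than 2-fold between libraries of some groups. The mean level of 36 such genes spanned 2.57-fold between DMSO libraries at 16 h, 2.44-fold in α-Am at 16 h and 2.08-fold in DMSO at 22 h. The span was 1.68-fold in DRB at 16 h, 1.54-fold in DRB at 22 h and 1.21-fold in α-Am at 22 h. Depth does not account for the wide spans, since that in DMSO at 16 h was 2.50-fold after all 18 libraries were thinned to one total. Whether libraries with the same replicate number deviated together cannot be told apart from no relation with 3 per group (exact permutation test over 18 libraries, p = 0.768). As a list these genes looked lower in α-Am at 16 h (median -0.73, 36 of 36 lower) and higher at 22 h (median 0.43, 36 of 36 higher), with camera adjusted p of 6.23e-21 and 3.88e-07. Neither holds under fry (0.279 and 0.405) or an estimated correlation (0.241 and 0.434), and without DMSO replicate 3 the median at 22 h was 0.018. The group means of the score differed with an exact permutation p of 0.3 and 0.5. Medians in DRB were 0.09 and 0.32. No biological explanation was tested.

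RPS6KL1 was unlike any other gene. Of 11976 genes with enough counts it was the only one with more than 10-fold between replicates in 5 of the 6 groups, with a median of 483-fold. Its counts were 9, 803 and 90 in DMSO at 16 h, 1360, 4409 and 3 in α-Am at 16 h, and 5, 13 and 4681 in DRB at 22 h. Its fall in DRB at 16 h is therefore not read as an effect of the inhibitor.

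The remaining lists were tested with camera and adjusted over 40 tests. Zinc finger genes had a median log2 change of -0.60 in DRB at 16 h (382 of 423 lower; adjusted p = 3.12e-31) and -0.65 at 22 h (395 of 440 lower; adjusted p = 1.18e-31), which held under fry and an estimated correlation. In α-Am their medians were -0.04 and -0.07 (adjusted p = 0.0128 and 0.00184), which held under fry and not with an estimated correlation. Host genes of small nucleolar RNAs had medians of -0.29 (adjusted p = 0.00184) and -0.15 (adjusted p = 0.0514) in DRB, and of 0.06 and 0.09 in α-Am; the first held under fry and not with an estimated correlation, and the second passed under fry (0.0467). Fibroblast genes had medians of 0.15 and 0.13 in DRB (adjusted p = 1.68e-04 and 0.00124), which held under fry and not with an estimated correlation, and of -0.04 (adjusted p = 0.00184) and -0.00043 in α-Am. The first of these did not hold under fry or an estimated correlation, and the last was 0.0016 with library size as the only scaling. Epithelial genes kept by the filter had medians of 0.03 and 0.11 in DRB and of -0.09 (adjusted p = 7.58e-06, holding under fry and an estimated correlation) and 0.07 in α-Am. Those of the second epithelial list had medians of 0.14 and 0.08 in DRB and of -0.06 and 0.06 in α-Am, none past 0.05 with camera or with an estimated correlation. With fry, the second list passed in DRB at 16 h (adjusted p = 0.00778) and 22 h (0.0461) and in α-Am at 16 h (0.0270), and the first list passed in DRB (0.0470) and α-Am (0.0301) at 22 h.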
